A study of Mus musculus with 6 samples. Its data were reported in "Morc3 silences endogenous retroviruses by enabling Daxx-mediated histone H3.3 incorporation" (2021).

How the data were processed

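The series holds RNA-seq of mouse embryonic stem (ES) cells, which are pluripotent cells grown in culture. Morc3 is a member of the MORC family of ATPases, and the study examined it as a factor that keeps endogenous retroviruses (ERVs, virus-derived repeats of the genome) silent. There were 6 libraries. 3 came from Morc3 knock-out (ko) ES cell clones and 3 from cultures of wild-type ES cells. The ko clones are called clone 1, clone 2 and clone 3 after their titles. The wild-type libraries are called p42, p43 and p56 after the numbers in their titles, and what the letter p stands for was not given in the labels. According to the methods of the study, the ko clones were made with Cas9 from the wild-type line.

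The authors extracted total RNA with DNase treatment, removed ribosomal RNA, and prepared strand-specific libraries that were sequenced as paired-end reads of 50 bp. The authors aligned the reads to the mouse genome mm10 with STAR and let STAR count reads per gene. The gene annotation was not given in the sources used here. Each deposited file holds raw counts per gene from 1 library, with no normalization and no pooling, in 3 columns: counts that ignore strand, counts of 1 strand and counts of the other. STAR counts a read pair for a gene only when it maps to 1 place in the genome and overlaps 1 gene, so that reads from repeats with many copies are left out of the gene counts. The authors tested genes with DESeq2. The ERV families, which the authors counted with a separate tool, were not analysed here.

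The strand column with the larger total over the 6 libraries was taken as the sense strand, by a rule set before the data were examined. The sense gene counts came to 10740618 to 14123131 per library. The other strand column held 136615 to 172743 counts per library and was analysed as opposite-strand counts. The first 4 lines of each file count reads that were not assigned to a gene and stayed out of library sizes and tests. In the ko libraries, 16.8% of the reads mapped to several places, 12.5% overlapped no gene on the sense strand, 7.22% were unmapped and 0.475% were ambiguous between genes. In the wild-type libraries, these shares were 16.4%, 11.7%, 7.61% and 0.482%. The ribosomal precursor gene Rn45s, chosen after its values were seen, took 3.12% to 3.69% of the sense gene counts of each library, and the 10 most counted genes together took 9.36% to 9.74%.

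The files have 24054 gene rows. Gene positions were taken from a RefSeq gene table for GRCm38, the assembly that mm10 names. 22542 rows were matched by symbol, 1352 by an older symbol and 160 were not matched. The strand and GC content of genes came from the GENCODE annotation of the same assembly.

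The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization, the default filter on low counts (filterByExpr, with a minimum count of 10 and a minimum total count of 15) and the group as the only term. P-values were two-sided and adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.01 were called, which is the threshold of the study. Expression is given as CPM (counts scaled to a common library size), computed here from the deposited counts with TMM-scaled library sizes, as mean ± SD over 3 libraries. Fold changes are log2 of ko over wild type with a prior count of 0.125. The standard error (SE) is the size of the fitted log2 change divided by the square root of the F statistic. The opposite-strand counts were tested in the same way with their own library sizes and factors. Gene lists written before the data were examined were tested with camera (limma 3.58.1) at its preset correlation of 0.01, over 9 lists, at an adjusted p under 0.05. The lists held ERV silencing factors, pluripotency genes, lineage genes, 2-cell-stage genes, interferon-stimulated genes, germline genes, imprinted genes, clustered protocadherins and Y-linked genes. Shares of unassigned reads were compared with an exact two-sided permutation test, which cannot go below p = 0.1 with 3 libraries against 3.

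Neighbouring genes were pairs of called genes with starts under 100 kb apart. The start was the lower coordinate of the gene on either strand, so it is not the transcription start of minus-strand genes. Distances between transcription starts were not measured. Their number was compared with 10000 draws of tested genes matched on mean expression in 10 bins (one-sided permutation test, which counts more pairs). The expression of whole chromosomes was measured as the median over tested genes of the log2 ratio of each library to the mean of the wild-type libraries, on log2 CPM with a prior count of 2. Its 95% intervals came from 1000 bootstrap draws of genes. These intervals and the binomial (Clopper-Pearson) intervals of count ratios cover the choice of genes or counting error only, not the difference between cultures.

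The genes named in the text follow a rule set before the data were examined. They are Morc3; the targets Irak3, Ube2l6 and Cd200 of the study; the 8 highest and 5 lowest fold changes among called genes whose groups did not overlap; the factors Daxx, Atrx, Setdb1, Trim28, Dnmt1 and Uhrf1; the reference genes Actb and Hprt; the 3 smallest adjusted p of the opposite strand; and called members of a gene list or a neighbouring pair, at most 5 for each. Other genes are marked as chosen after their values were seen.

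Libraries were compared in pairs by the chi-square of their counts over genes with at least 20 counts. The most alike pair, wild-type p42 and p43, gave 2.02 per degree of freedom, where sampling noise gives about 1, so no library was counted as a copy of another. The scripts were tested on simulated data. Counts were drawn from the wild-type means and library sizes, with 200 of 12222 genes changed. EdgeR called 89.5% of the changed genes and 3 unchanged genes, and DESeq2 called 88.0% and 5. By edgeR this was 98% of the genes changed 4-fold and 81% of those changed 2-fold. The shares do not apply to smaller changes. With no gene changed, edgeR called 0. A planted shift of 0.5 for chromosome 14 was recovered as 0.48. For 20 planted pairs of neighbours, the permutation p was 0.000999, the smallest that the draws of that test allowed. For the opposite strand, with 200 of 1378 genes changed 2-fold, edgeR called 60.0% of them and 1 unchanged gene.

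The alternatives were DESeq2 1.42.0, limma-voom, other scalings, other filters on low counts, the column that ignores strand, a robust fit, other thresholds and distances, other set tests, and leaving out each library in turn. After the data were seen, leaving out or correcting chromosome 14, leaving out wild-type libraries from the reference of the chromosome medians, leaving out each library for the spread, and 2 further settings of the neighbour test were added. Figures were drawn with matplotlib 3.10.9.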

Results

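The transcriptomes of 3 Morc3 ko ES cell clones and 3 wild-type ES cell cultures were compared by RNA-seq. Sense-strand gene counts amounted to 10740618, 11525164 and 11201889 in ko clones 1, 2 and 3 and to 13619604, 14123131 and 13013286 in wild-type p42, p43 and p56. Between 15300 and 15817 genes had at least 1 count in a library. After the filter on low counts, 12222 genes were tested. The median log2 fold change over these genes was -0.00010.

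The transcript level of Morc3 was examined first as a check of the labels. Morc3 (chromosome 16, 93832121 to 93876077, GRCm38, plus strand) reached 276.8, 272.0 and 302.2 CPM in wild-type p42, p43 and p56. It reached 77.8, 137.9 and 134.6 CPM in ko clones 1, 2 and 3. The mean was 117 ± 33.8 CPM (SD, n = 3) in ko and 284 ± 16.2 CPM (SD, n = 3) in wild type. The log2 fold change was -1.28 (SE 0.16) with an adjusted p of 8.4e-04 by edgeR's quasi-likelihood test. Morc3 was no longer called by the robust fit, with an adjusted p of 0.018, against a range of 2.6e-07 to 0.018 over all alternatives. The counts cover the whole gene, and which part of it was deleted in the clones was not analysed here. Morc3 transcripts were therefore reduced and not absent in all 3 ko clones. Transcript counts do not measure the protein. The study reported from western blots that its ko clones had lost Morc3 at the protein level.

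To find genes that differ between Morc3 ko and wild type, expression was compared between all ko and all wild-type libraries. The ko clones were isolated after Cas9 transfection and puromycin selection, and no wild-type clones made in this way were included. Effects of cloning and selection can therefore not be separated from loss of Morc3 here. The study reported largely normalized expression in rescue cells, which are ko cells given Morc3 again. Rescue cells are not among the 6 libraries. At an adjusted p under 0.01, 156 genes differed by edgeR's quasi-likelihood test. Of these, 105 genes (67.3%) were higher and 51 were lower in Morc3 ko ES cells. A fold change of at least 2 was found for 76 of them, 49 higher and 27 lower. The 3 ko libraries did not overlap with the 3 wild-type libraries in any of the 156 genes. Over all tested genes this was the case for 2432 genes (19.9%), where chance gives 10%. The largest shift of the count came from leaving out wild-type p56, which gave 385 genes, 243 higher and 142 lower, and all 156 genes remained among them. Leaving out ko clone 1, 2 or 3 gave 96, 73 or 72 genes. DESeq2 called 254 genes, 163 higher and 91 lower, with 154 of the 156 genes among them.

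**Figure D1:**
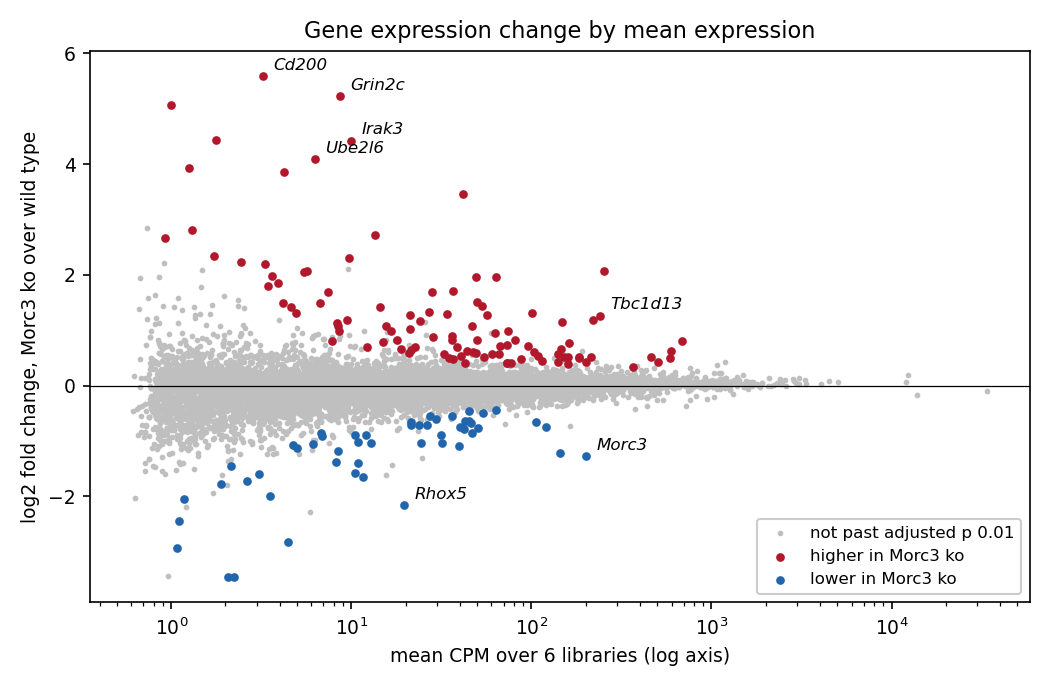
Each point is 1 of 12222 tested genes, with the mean CPM over 6 libraries on a log axis and the log2 fold change of Morc3 ko over wild type on the vertical axis. The 105 genes called higher are red and the 51 genes called lower are blue, and the largest changes, such as Cd200 at 5.59, lie on the side of higher expression in ko.

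The study named Irak3, Ube2l6 and Cd200 as genes with increased expression near Morc3 binding sites. Irak3 (chromosome 10, 120141648 to 120202130) rose from 0.887 ± 0.352 CPM in wild type to 19.03 ± 1.77 CPM in ko (SD, n = 3). Its log2 fold change was 4.42 (SE 0.21) with an adjusted p of 8.8e-07 by edgeR. Ube2l6 (chromosome 2, 84798828 to 84810003) rose from 0.688 ± 0.182 to 11.8 ± 1.11 CPM (SD, n = 3), with a log2 fold change of 4.09 (SE 0.22) and an edgeR adjusted p of 9.1e-07. Cd200 (chromosome 16, 45382111 to 45409060) rose from 0.121 ± 0.083 to 6.36 ± 0.908 CPM (SD, n = 3), with a log2 fold change of 5.59 (SE 0.37) and an edgeR adjusted p of 3.2e-06. The wild-type libraries held 5 counts of Cd200 in total against 211 in ko, so that the ratio of 52.2 had a 95% counting interval of 22.03 to 162. All 3 genes were called under every alternative.

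**Figure D2:**
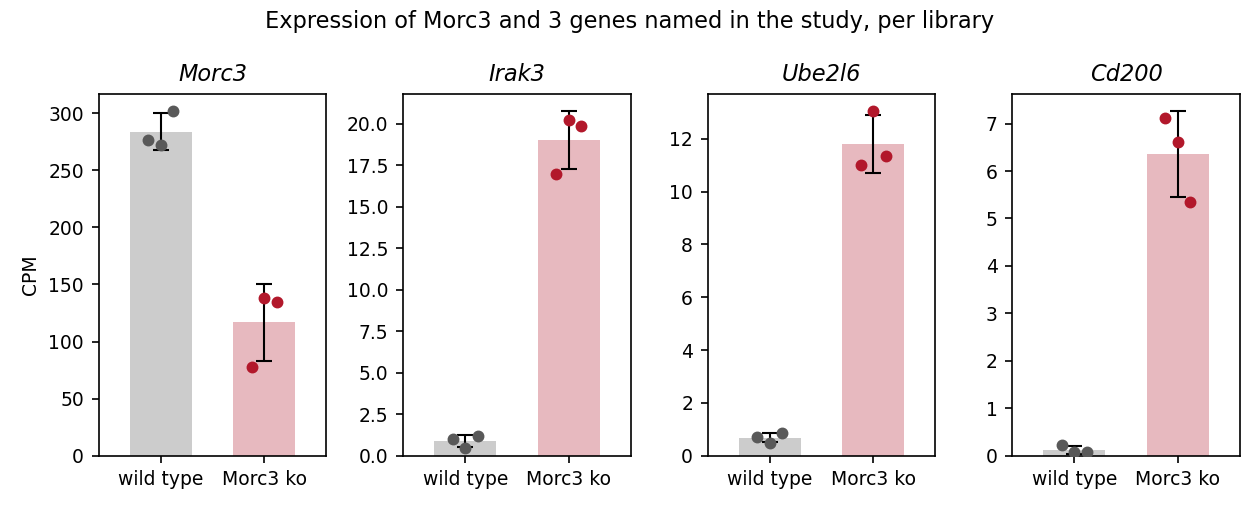
CPM of Morc3, Irak3, Ube2l6 and Cd200 is shown for wild-type (grey) and Morc3 ko (red) libraries, with a point per library, bars for the mean and error bars for the SD (n = 3). The axes start at 0 and differ between genes, and the 3 ko libraries lie below the wild-type libraries for Morc3 and above them for the other genes.

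Besides these genes, the largest rises were those of Grin2c, Samd5, LOC666331, 4930519F16Rik and Slc23a1, with log2 fold changes of 5.23, 5.06, 4.44, 3.93 and 3.85. Grin2c (chromosome 11, 115249169 to 115267297) went from 0.437 ± 0.187 to 16.8 ± 4.16 CPM (SD, n = 3), with an edgeR adjusted p of 1.2e-06. The wild-type libraries held only 2 counts of Samd5 in total against 65 in ko, a ratio of 40.2 with a 95% counting interval of 10.7 to 339, and its fitted fold change depends on the prior count. LOC666331 and 4930519F16Rik had 6 wild-type counts each. The span of 4930519F16Rik on chromosome X covers that of Nap1l2 on the same strand, so that its counts are uncertain (Nap1l2 was chosen after its values were seen). The log2 fold change of Slc23a1 was 2.64 in the counts that ignore strand, where it was still called. The largest falls were those of Zfp560, Pla2g4a, Igfbp7, 1700019A02Rik and Mfap5, with log2 fold changes of -3.47, -3.46, -2.93, -2.83 and -2.45. Of these, only 1700019A02Rik, which went from 7.80 ± 0.970 to 1.09 ± 0.244 CPM (SD, n = 3), was called under every alternative. Zfp560 and Pla2g4a were not called without ko clone 1 or clone 3, with edgeR adjusted p up to 0.0128 and 0.0232. Igfbp7 lost its call without ko clone 1, 2 or 3 or wild-type p43 (adjusted p up to 0.0330) and in the counts that ignore strand (adjusted p of 0.0252). Mfap5 lost its call without any ko clone or without wild-type p42 or p43, with an edgeR adjusted p of up to 0.0544. All 5 stayed lower in ko in these fits.

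Daxx, Setdb1, Trim28, Dnmt1 and Uhrf1, which take part in ERV silencing, were not called. Their log2 fold changes were -0.02, -0.07, 0.12, 0.02 and -0.02, with edgeR adjusted p between 0.435 and 0.952. Atrx had a log2 fold change of 0.31 (SE 0.07) with an edgeR adjusted p of 0.047. It was called by DESeq2 with an adjusted p of 0.0077 and by edgeR without wild-type p56 with an adjusted p of 3.2e-04, within a range of 3.2e-04 to 0.252 when each library was left out. The reference genes Actb and Hprt had log2 fold changes of 0.11 (SE 0.06) and 0.08 (SE 0.06), with edgeR adjusted p of 0.435 and 0.636.

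Of the 9 gene lists, 1 was called by camera. The median log2 fold change of 17 germline genes was -0.62, 14 of them were lower in ko, and the adjusted p of camera at its preset correlation was 6.7e-07. The list was called neither by camera with an estimated correlation, with an adjusted p of 0.568, nor by fry, with an adjusted p of 0.198. Rpl10l (log2 fold change -1.04, SE 0.12, edgeR adjusted p 3.6e-04) and Piwil2 (-1.04, SE 0.18, edgeR adjusted p 0.0080) were the called germline genes over all genes tested, and 5 germline genes were called when adjusted over the list alone. Rpl10l is a close copy of a ribosomal protein gene, so its counts are uncertain. Piwil2 lies on chromosome 14, which differed between the wild-type libraries, and it lost its call without ko clone 1, 2 or 3 (adjusted p up to 0.0766), by limma-voom (adjusted p of 0.0161) and in the robust fit (adjusted p of 0.0307).

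The median of 14 ERV silencing factors was 0.01, and camera gave an adjusted p of 0.233. Of these factors, Morc1 was called with a log2 fold change of 0.51 (SE 0.07) and an edgeR adjusted p of 0.0015, and 2 were called when adjusted over the list alone. Morc1 lost its call without ko clone 2 or 3, with an adjusted p up to 0.0199. The 18 pluripotency genes had a median of 0.04 with a camera adjusted p of 0.233, and 1 of them was called when adjusted over the list alone against 0 over all genes tested. Fry gave this list and the interferon-stimulated genes the same adjusted p of 0.0755. The 14 interferon-stimulated genes had a median of -0.06 and a mean of -0.07, whereas camera placed the list on the higher side with an adjusted p of 0.711. Among them Ifitm3 (0.83, SE 0.09, edgeR adjusted p 4.1e-04) and Ddx58 (0.82, SE 0.11, edgeR adjusted p 0.0016) were higher and Oas1a (-1.06, SE 0.16, edgeR adjusted p 0.0032) was lower, which are the 3 called both over all genes and when adjusted over the list alone. Ddx58 lost its call without ko clone 2 or 3 (adjusted p up to 0.0206), and Oas1a lost it without ko clone 1, 2 or 3 or wild-type p43 (adjusted p up to 0.0261). The 15 imprinted genes had a median of 0.06 and a mean of -0.14, and camera placed them on the lower side with an adjusted p of 0.606. In this list Rhox5 (chromosome X) was called with a log2 fold change of -2.16 (SE 0.17) and an edgeR adjusted p of 1.6e-05, and 2 genes were called when adjusted over the list alone. The 8 lineage genes had a median of -0.27 with a camera adjusted p of 0.711. The 10 clustered protocadherins had a median of 0.01 and a mean of -0.06, and camera placed them on the lower side with an adjusted p of 0.925. The 3 Y-linked genes had a median of 0.04 and a mean of -0.02, also on the lower side by camera, with an adjusted p of 0.970. Of the 23 listed 2-cell-stage genes only 1 passed the filter on low counts, with a log2 fold change of 0.04 and a camera adjusted p of 0.925. This gene was Eif1a, chosen after its values were seen, with 488 ± 21.2 CPM in ko and 477 ± 33.6 CPM in wild type (SD, n = 3). The result holds for Eif1a alone and does not show whether the 2-cell-stage genes changed as a set. In the lineage, 2-cell-stage, protocadherin and Y-linked lists, 0 genes were called by edgeR, both over all genes and when adjusted over the list alone.

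Opposite-strand counts made up 1.21% to 1.27% of the gene counts of both strands. In the 500 most counted genes the median share was 0.0912%. At this depth 1378 genes could be tested, and 7 had an adjusted p under 0.01 by edgeR, 5 higher and 2 lower in ko. 115 genes had an unadjusted p under 0.05, and DESeq2 called 2 genes. Without ko clone 3 the count was 4. The smallest adjusted p were found for Rbfa (log2 fold change 0.97, SE 0.13, edgeR adjusted p 2.8e-07), BC065397 (0.75, SE 0.10, edgeR adjusted p 2.8e-07) and Gm17762 (2.06, SE 0.35, edgeR adjusted p 3.4e-05). Gm17762 (chromosome 2, 18027249 to 18030577) overlaps A930004D18Rik, and BC065397 (chromosome X, 136742957 to 136803364) overlaps Glra4 and Morf4l2, so that reads of these 3 genes, which were chosen after the values were seen, can enter the opposite-strand counts. Gm17762 was not called by DESeq2, with an adjusted p of 0.215.

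ERVs are repeats whose reads can map to many places, so the shares of reads outside the gene counts were compared. Reads that mapped to several places made up 16.8 ± 0.478% (SD, n = 3) in ko and 16.4 ± 0.250% (SD, n = 3) in wild type, with an exact permutation p of 0.3. Reads without a gene made up 12.5 ± 0.534% and 11.7 ± 0.533% (exact permutation p of 0.3, n = 3 each). Unmapped reads made up 7.22 ± 0.344% and 7.61 ± 0.223% (exact permutation p of 0.2, n = 3 each), and ambiguous reads 0.475 ± 0.0065% and 0.482 ± 0.013% (exact permutation p of 0.4, n = 3 each). The Benjamini-Hochberg adjusted p was 0.4 for each of these 4 exact permutation tests, and the smallest unadjusted p the design allows is 0.1. These differences were not distinguishable from the spread between libraries. Each share pools reads from many sources, so it cannot show whether single ERV families changed. The study counted ERV families with its separate tool. It reported significantly higher expression of families such as IAP, RLTR and LTRIS in Morc3 ko cells.

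Next, the positions of the genes with increased expression were compared, since a repeat that loses its repression can act on several genes nearby. The 105 genes called higher formed 15 pairs with lower coordinates under 100 kb apart, which held 26 genes in 12 regions. Draws of tested genes matched on expression had 1.45 pairs on average and 9 at most, and the permutation p was 1e-04, the smallest that 10000 draws can give. The number of pairs was 6 to 40 when each library was left out, with 9, 7 and 6 without ko clones 1, 2 and 3, 9 without wild-type p42 and 40 without p56, each at the same smallest p. The 51 genes called lower formed 2 pairs, which joined 3 Rhox genes on chromosome X, with a permutation p of 0.049. Rhox genes are a family of similar copies, so their counts are uncertain.

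The pair members with the smallest adjusted p were Tbc1d13, Irak3, Slc9a3r1, Grin2c and Tlr2. Tbc1d13 (chromosome 2, 30133730 to 30152014, plus strand) rose from 142 ± 6.97 to 340 ± 1.14 CPM (SD, n = 3), with a log2 fold change of 1.26 (SE 0.06) and an edgeR adjusted p of 8.8e-07. Its partner Zer1, chosen after its values were seen, lies on the minus strand and had a log2 fold change of 0.78. The lower coordinates of Tbc1d13 and Zer1 lie 36.4 kb apart. Zer1 lost its call when any library except wild-type p56 was left out, with an edgeR adjusted p of up to 0.0210. Slc9a3r1 (chromosome 11, 115163341 to 115181178, plus strand) rose from 58.4 ± 3.70 to 144 ± 2.01 CPM (SD, n = 3), with a log2 fold change of 1.30 (SE 0.07). Its lower coordinate lies 85.8 kb from that of Grin2c, which is on the minus strand. Fdxr, on the far side of Grin2c and also chosen after its values were seen, had a log2 fold change of 0.89 (SE 0.09, edgeR adjusted p 1.1e-04). Of 6 tested genes in this window 3 were called higher, and the 2 tested genes between Slc9a3r1 and Grin2c, Nat9 and Tmem104, were not called. Their log2 fold changes were 0.04 (SE 0.13, edgeR adjusted p 0.939) and 0.76 (SE 0.27, edgeR adjusted p 0.195), and both were chosen after their values were seen. Tlr2 (chromosome 3, 83836272 to 83841824) rose from 3.27 ± 0.124 to 16.2 ± 0.579 CPM (SD, n = 3), with a log2 fold change of 2.31 (SE 0.13).

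**Figure D3:**
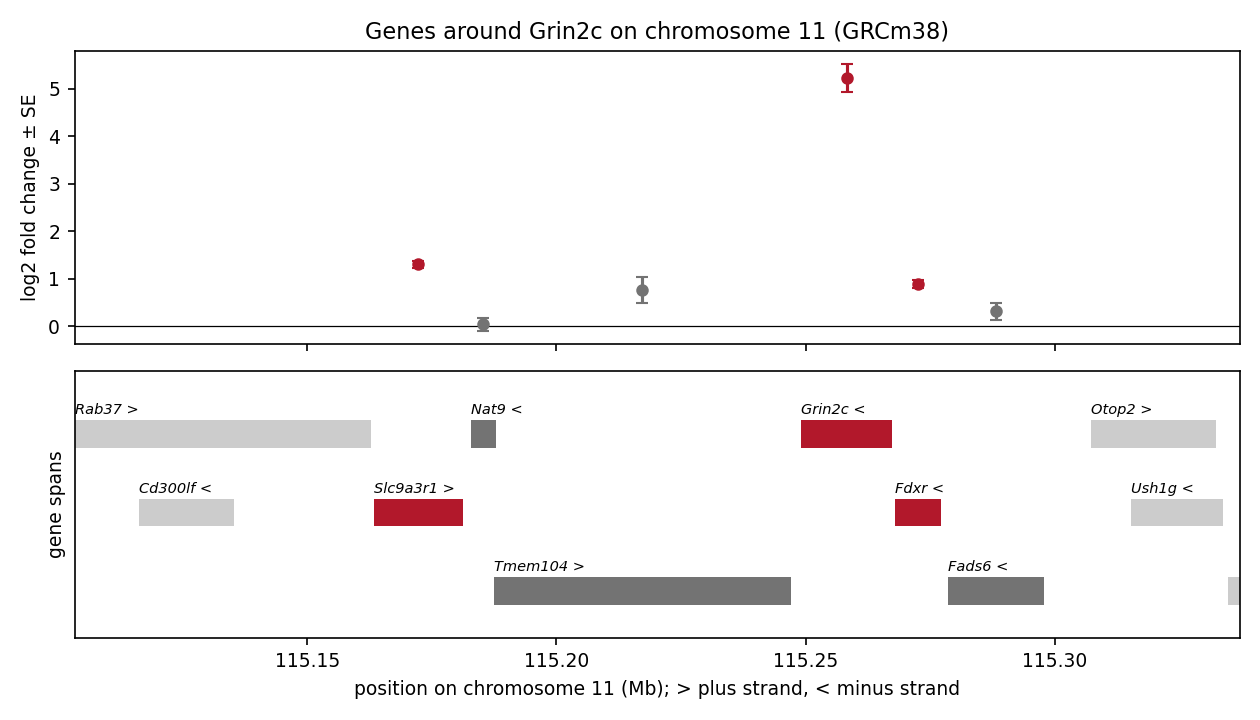
The upper panel gives the log2 fold change of Morc3 ko over wild type with its SE for the 6 tested genes around Grin2c, and the lower panel gives gene spans on chromosome 11 (GRCm38, in Mb) with their strand. Genes called higher are red, other tested genes are dark grey and genes below the filter on low counts are light grey, and 2 tested genes between Slc9a3r1 and Grin2c were not called.

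Clonal ES cell lines can gain or lose chromosomes, so the median log2 ratio of each chromosome to the mean of the wild-type libraries was taken for each library. Chromosome 14, with 422 tested genes, stood apart. Its median was 0.24 in wild-type p56 (95% bootstrap interval 0.22 to 0.25), -0.12 in p42 and -0.12 in p43. In ko clones 1, 2 and 3 it was -0.21, -0.20 and -0.22. With p56 left out of the reference, the medians of the ko clones were -0.09, -0.08 and -0.10. The medians of the other chromosomes, leaving out chromosome Y, lay between -0.04 and 0.05 in all 6 libraries against the mean of the 3 wild-type libraries, and between -0.05 and 0.06 with p56 left out of the reference. The median log2 fold change of chromosome 14 genes between ko and wild type was -0.24 and went to -0.09 without p56. 8 of the 156 called genes lie on chromosome 14, 6 of them higher and 2 lower in ko.

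**Figure D4:**
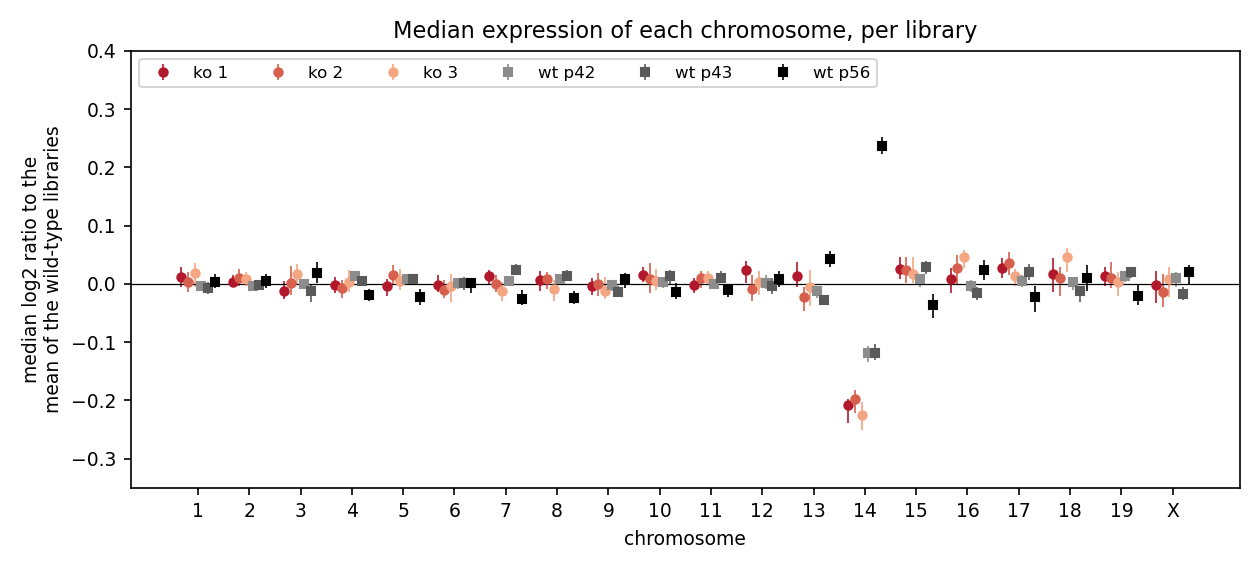
The median log2 ratio of each library to the mean of the wild-type libraries is shown for chromosomes 1 to 19 and X, with 95% bootstrap intervals over genes, circles for ko clones and squares for wild-type cultures. On chromosome 14 the p56 culture lies at 0.24 and the other 5 libraries lie below 0, whereas no other chromosome lies beyond -0.04 or 0.05.

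The median within-group SD of log2 CPM was 0.109 in the 3 ko clones and 0.123 in the 3 wild-type cultures, and the biological coefficient of variation was 0.060 and 0.094. The ratio of the median SDs, ko over wild type, was 0.888. It went to 1.75 without wild-type p56 and to 0.593 without ko clone 1.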

Values the study reported

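The study reported 252 genes that changed expression in Morc3 ko ES cells at an adjusted p-value below 0.01, with a tendency towards higher expression. With Morc3 binding sites less than 100 kb from the promoter, it counted 64 genes with higher and 18 genes with lower expression.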

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

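The settings with chromosome 14 left out or corrected, with wild-type libraries left out of the reference of the chromosome medians, with each library left out for the spread, with overlapping gene spans left out and with genes that fell were chosen after seeing the data. No paired analysis was possible because the labels give no replicate numbers shared by ko clones and wild-type cultures.

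The count of 156 genes stayed within 1.5 times under limma-voom, RLE, upper-quartile and library-size scaling, a CPM filter, the counts that ignore strand, the robust fit, and with chromosome 14 left out (156 genes) or corrected (173 genes). DESeq2 gave 254 genes (163 higher, 91 lower), and the cause was not tested. With no filter on low counts edgeR gave 286 (170 higher, 116 lower), the cause of which was not tested. The wider threshold of an adjusted p under 0.05 gave 331 (193 higher, 138 lower), and a fold change of at least 2 gave 76 (49 higher, 27 lower), both by construction. The share of higher genes, 67.3% of the 156, ranged from 59.4% with no filter on low counts to 71.1% by limma-voom over the settings that used all 6 libraries at an adjusted p under 0.01, and from 63.1% without p56 to 77.1% without ko clone 1 when each library was left out.

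When each library was left out, the count ranged from 72 to 385, with 54 to 243 higher and 17 to 142 lower. Leaving out ko clones 1, 2 and 3 gave 96, 73 and 72 genes from fewer samples, and leaving out wild-type p42 and p43 gave 106 and 117. Without p42 the genes called lower went to 33. Without p56 the count rose to 385 although fewer samples were used. 66 genes, 50 of them higher, were called whichever library was left out, and 0 of the 156 genes changed sign.

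Of the 31 called genes with refits, 24 named by the rule and 7 chosen after their values were seen, 0 changed direction in 525 refits. They kept their call in 481 refits and lost it in 44. Of the 7, Zer1, Cryzl1, Micu2 and H2afy2 lost it only when a library was left out, and Fdxr, Nap1l2 and A930004D18Rik kept it. Morc3 lost it in the robust fit only, with a log2 fold change of -1.28 as before and an adjusted p of 0.018; the cause was not tested. Irak3, Ube2l6 and Cd200 kept their calls, with log2 fold changes of 4.12 to 4.65, 3.89 to 4.26 and 5.32 to 6.25. Among genes that were not called, Dnmt1 went to -0.0031 by library size alone, by construction of that scaling, which moved the median over all tested genes from -0.00010 to -0.0227. When each library was left out, Daxx ranged from -0.066 to 0.041, Setdb1 from -0.12 to 0.015, Uhrf1 from -0.045 to 0.026 and Nat9 from -0.069 to 0.097. The cause of the sign changes without a library was not tested.

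The germline list kept its camera call under scaling by library size and without each library (adjusted p up to 2.8e-04), but not with an estimated correlation (adjusted p of 0.568) or by fry (0.198). Both allow for correlation among the genes of a list, which the preset value hardly does. Without wild-type p56 its median was -0.44. The pluripotency, lineage, 2-cell-stage and imprinted lists kept the sign of their median in all settings run, and 4 other lists that were not called changed it. The protocadherin median went from 0.01 to -0.20 without ko clone 1, -0.04 without wild-type p42 and -0.05 without p56. By library size alone it went to -0.02 and the median of the ERV silencing factors to -0.01, again by the common shift of that scaling. The interferon-stimulated median went to 0.01 without p43, and the Y-linked median to -0.03 without ko clone 3 and -0.08 without p56. Under scaling by library size, camera gave the ERV silencing factors an adjusted p of 0.320 and the protocadherins one of 0.979. When each library was left out, the adjusted p ranged from 0.527 to 0.915 for interferon-stimulated genes, from 0.345 to 0.981 for protocadherins and from 0.359 to 0.981 for Y-linked genes. The cause of the changes without a library was not tested.

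The count of 7 opposite-strand genes was 2 by DESeq2 and 11 with the library sizes and TMM factors of the sense strand, and the cause was not tested. It was 4 to 9 when each library was left out, with the 4 found without ko clone 3. The differences in shares of unassigned reads kept their sign and moved by less than the pooled within-group SD under every alternative run. The largest move of the multi-mapping difference, from 0.377 to 0.101 percentage points without ko clone 2, was above the wild-type SD of 0.250, and that of the ambiguous difference, 0.00651, was above the ko SD of 0.00645. The number of neighbouring pairs among genes that rose was 10 at 50 kb, 23 at 500 kb, 22 for genes called by DESeq2 and 14 with overlapping gene spans left out, each at the smallest p of 1e-04.

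For chromosome 14, scaling by library size alone gave a median of -0.23 in ko clone 2, -0.26 in ko clone 3 and 0.22 in wild-type p56, and a CPM filter moved no library beyond its interval. When each wild-type library was left out of the reference, the median ranged from -0.27 to -0.095 in ko clone 1, from -0.27 to -0.077 in clone 2, from -0.29 to -0.10 in clone 3, from -0.18 to -0.0073 in p42, from -0.18 to 0.0073 in p43 and from 0.178 to 0.355 in p56. Without p56 in the reference the other 5 libraries lay nearest to 0 and p56 lay farthest from it, by construction of the reference. The ratio of the spread in ko to that in wild type ranged from 0.593 to 1.75 when each library was left out, and it lay above 1 only without p56.

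Depth limits the genes with few counts. Cd200 and Samd5 had 5 and 2 counts in all wild-type libraries, so their fold changes are known only within wide counting intervals. Opposite-strand counts were near 1% of the gene counts, and in simulated data 60% of genes with a 2-fold change were called at that depth.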

Other observations

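The tests on strand of the neighbouring pairs, on Morc3 in clone 1, on called genes on chromosome 14, on germline genes outside chromosome 14 and on overlap of opposite-strand genes were chosen only after the result was seen.

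The count of genes that differed at an adjusted p under 0.01 was 156 by edgeR. That is lower than the value quoted from the study above. With DESeq2, the tool of the study, the count was 254.

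Splits of the samples alone could not exclude chance as the source of the count of 156 genes, since 3 libraries against 3 allow only 10 splits. The real split alone, 1 of 10, reached the count, and the other splits gave 0 genes by edgeR. Each of the other splits mixes ko and wild-type libraries, so differences between ko and wild type add to the spread within its groups. Their 0 calls are therefore weak evidence. In counts simulated with no gene changed, edgeR also called 0 genes. Those counts were drawn from the wild-type means and library sizes, so they do not test chance differences between cultures or clones. For the count of 7 opposite-strand genes the splits were equally few. The real split was again the 1 of 10 that reached the count, and the other splits gave 0 genes. A trend with GC content was too small to account for the calls. With tested genes divided into 10 equal bins by GC content, the largest absolute median log2 fold change of a bin was 0.029, while the smallest change called was 0.33.

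More genes rose than fell. A detection floor for genes with few counts could give this, but among called genes above the median expression 73.8% rose (62 of 84, 95% binomial interval 63.1% to 82.8%). Under scaling by library size alone 64.2% of called genes rose, which argues against the TMM step as the cause. The TMM factors lay between 0.984 in ko clone 2 and 1.015 in wild-type p42, so the scalings hardly differ. A bias common to both scalings can therefore not be excluded. Loss of a repressor remains an open biological explanation, which these libraries alone do not test.

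Genes that rose lay near each other more often than expected from their expression. Gene density may give such pairs, but draws matched on density as well as expression had 0.739 pairs on average and 5 at most, against 15 observed. Transcription running from 1 gene into the next may give pairs on the same strand. Of 14 pairs with known strands, 6 lay on opposite strands, which argues against this for those pairs; for the 8 on the same strand it stays open. A repressed element that acts on several genes around it is a candidate explanation, and elements were not analysed here. The study reported Morc3 binding sites near genes that rose, often on ERV sequences. It proposes that ERVs without repression could act as enhancers of genes nearby. Tbc1d13 was among the target genes it tested by RT-qPCR, which were higher in ko and reduced in rescue cells. Whether 1 element acts on several genes could be looked at in the Tbc1d13 and Grin2c regions.

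Wild-type p56 had higher expression across chromosome 14, by a factor of 1.28 over p42 and p43. A few strongly changed genes would leave most genes in place, but 86.5% of the chromosome 14 genes lay above the mean of p42 and p43, against 48.6% on other chromosomes. The shift was 0.336 on the log2 scale after matching to genes of other chromosomes on GC content and expression, which argues against these as the source. All 11 stretches of 10 Mb with at least 10 genes were shifted by over 0.1, from 0.15 to 0.45. This is consistent with a gain of the whole chromosome in part of the p56 culture, which is a hypothesis from RNA alone; DNA copy number was not analysed here. The ko clones lay below p42 and p43 as well, by 0.08 to 0.10, and whether these cultures held some of the same cells, or the ko clones differ for another reason, was not tested.

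Chromosome 14 may also feed into the comparison of ko with wild type. Only 8 of the 156 called genes lie on it (5.13%, against 3.45% of tested genes), and 6 of these rose, against the direction that a gain in wild type would give. The remaining 2, Micu2 and Piwil2 (the former chosen after its values were seen), were still called lower after the chromosome 14 median of each library was taken out, with edgeR adjusted p of 0.0066 and 0.0016. The p56 culture differed from the other wild-type cultures beyond chromosome 14. Without that chromosome, its chi-square per degree of freedom against p42 was 8.18, compared with 2.02 between p42 and p43. What else differed in this culture stays open, and no biological explanation was tested.

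Ko clone 1 had less Morc3 transcript than clones 2 and 3. Counting error might make clones differ, but the ratio was 0.571 with a 95% counting interval of 0.528 to 0.616. A different deletion in this clone is a possible explanation that was not tested.

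The lower germline genes could reflect the chromosome 14 shift, since 2 of the 17 lie there. Without these 2 the median log2 fold change was still -0.58, with 12 of 15 genes lower. Correlation among germline genes stays open as a reason for the camera call, since the list was not called with an estimated correlation.

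Opposite-strand reads may come as sense reads of an overlapping gene on the other strand. 5 of the 7 called genes overlap such a gene (or one of unknown strand), but so do 72.4% of the tested genes that were not called, so the share decides nothing. For 3 of the 5 the overlapping gene was called in the same direction in its sense counts. These were chosen after their values were seen. A930004D18Rik (2.07) overlaps Gm17762 (2.06), Cryzl1 (-0.69) overlaps Gm10785 (-0.79) and H2afy2 (-0.72) overlaps Aifm2 (-1.03), with log2 fold changes in parentheses. Rbfa and Rmrp (the latter also chosen after its values were seen) overlap no such gene. Antisense transcription and sense reads of an overlapping gene cannot be told apart for the other genes, since the counts do not show where in a gene the reads lie.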
